A study of Schmidtea mediterranea with 28 samples. Its data were reported in "Conserved functional antagonism of CELF and MBNL proteins controls stem cell-specific alternative splicing in planarians" (2016).

How the data were processed

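The deposited tables hold, for each of 28 libraries and 22944 transcripts, a cRPKM value (RPKM corrected for mappable positions, scaled to kilobases of such positions and to mapped reads) and a raw count, both computed by the authors. Reads were mapped by the authors with Bowtie and the values made with vast-tools on a de novo transcriptome. The versions of these tools are not given in the sources used here. Neither reads nor splicing values were used here.

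There are 9 whole worm libraries and 19 of sorted cells (7 X1, 4 X2, 8 Xins). In units of 1e6 the counts sum to 12.8 to 35.0 per library (median 22.7), 12.8 to 16.4 in whole worms and 15.8 to 35.0 in sorted cells, and 18585 to 21528 transcripts (median 20091) had counts. On these totals 3 counts equal 0.0858 to 0.235 per 1e6. There were 48924 blank count cells, up to 4084 in a library, all with a cRPKM of 0, and they were read as 0. Replicates correlated at 0.939 to 0.973 and the whole worm libraries at 0.986 or more, and no library was a duplicate of its replicate (6.43% to 11.5% identical counts). In the 9 sorted RNAi libraries numbered 1 the deposited cRPKM imply a library total 1.16 to 1.30 times the sum of counts, against 1.00 in the other 19, when the whole worm control is taken as the standard.

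Tests, samples, named genes and alternatives were chosen before the data were examined. The plan was limma on log2(cRPKM + 1), with edgeR's quasi-likelihood test instead if raw counts were at hand. They were, so edgeR 4.0.16 with trimmed-mean (TMM) scaling was used on the counts, and limma 3.58.1 on log2(cRPKM + 1), DESeq2 1.42.0 and edgeR with DESeq2 size factors were added afterwards as alternatives. R was 4.3.3. Each comparison is genome-wide and two-sided, with Benjamini-Hochberg adjustment over all transcripts tested and a call at adjusted p under 0.05. Transcripts were kept where the mean log2(cRPKM + 1) over the libraries of the fit exceeded 1.5.

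The first of 3 fits held the 9 unperturbed sorted libraries (control RNAi and wild type pooled) in 3 fraction groups. The second held the 12 sorted RNAi libraries in 6 groups of 2, and the third added the Xins wild type libraries as group 7. Whole worms and X2 knockdowns have 1 library each, so log2((cRPKM + 1)/(control cRPKM + 1)) is given with a threshold of 0.7 and no test. A pseudocount of 1 understates differences of transcripts at low levels. CPM in the text are counts per 1e6 of the TMM-scaled library size, so the CPM of a library differ between fits, where the percentages of control CPM in whole worms and X2 use the plain sum of counts. CPM of *PIWIL1* in single Xins libraries are from the scaling of all X1 and Xins libraries together. The log2 differences in sorted X1 and Xins cells and between fractions are edgeR estimates.

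Replicate numbers are not stated to pair libraries, and the plan used no block. The depth (15.8 to 25.7 in the sorted RNAi libraries numbered 1 and 26.1 to 35.0 in those numbered 2, in units of 1e6) and the cRPKM totals nevertheless split by number, which marks a batch. The values of the fit with replicate as a block are given beside the unblocked ones where a call changed. Within 1 replicate number there is 1 library per group, which allows no test.

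Gene lists were fixed beforehand from the annotation tables of the study, which carry best human hits and KEGG numbers, and these are the only gene names used. They are piRNA and germ-granule genes (7), small-RNA silencing (7), SR and TRA2 factors (16), hnRNP proteins (14), snRNP, Sm and LSm proteins (18), DEAD and DEAH helicases (54), the *TIA1* family (7), translation (16), neural (16), epithelial (6) and muscle (3) RNA-binding proteins, all RNA-binding proteins (300), the core spliceosome (77) and orthologues of genes with stem-cell splicing (17), plus 8 lists of RNAi targets. Of 372 identifiers 367 are among the transcripts. The other 5 (*celf-1*, *celf-3*, *ptbp-1*, *mbnl-like-2* and *MARK1*) were not analysed here. Some lists share members, such as *SNRPD2* (snRNP and core spliceosome) and *PIWIL1* (piRNA and all RNA-binding proteins). Calls of such lists are not independent of each other. Reads of close paralogues cannot be told apart with certainty, so transcripts with the same human name may share reads, which was not tested.

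Lists with at least 5 tested members were tested with limma's camera at a preset correlation of 0.01, which compares members with all other transcripts, and again with the correlation estimated from the data and with fry. Benjamini-Hochberg adjustment ran over the lists of a comparison. A list's member counts were also adjusted over the list alone. The fraction-enriched sets were defined from wild type libraries only, X1-enriched (X1 at least 2 above the Xins mean on log2(cRPKM + 1)), Xins-enriched (at least 2 below) and X2-enriched (X2 at least 1 above both), and tested only in RNAi libraries. Wild type has 1 X1, 1 X2 and 2 Xins libraries. Membership in every set thus rests on 1 X1 library, and in the X2-enriched set also on 1 X2 library. In the RNAi fit they have 1016, 3565 and 250 members, in whole worms 819, 4105 and 246, in X2 820, 2469 and 297. Where there was 1 library, a set's median is given as its percentile among 10000 random sets matched on mean expression. That percentile does not measure the spread between libraries and takes no account of correlation between the genes of a set.

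Named in the text are every RNAi target, per replicated comparison up to 10 transcripts with a name in each direction with the largest called difference and groups fully apart, up to 4 members per list with the largest difference, up to 2 unnamed identifiers in each direction, and up to 5 named transcripts in each direction where there was 1 library. Ratios against a group with 0 counts are lower limits taken at 3 counts. Intervals on such ratios and limits cover counting error only.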

Results

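The libraries hold RNA of the planarian *Schmidtea mediterranea*, either from whole worms or from cells sorted into X1 (enriched in neoblasts, the planarian stem cells), X2 (enriched in their progeny) and Xins (differentiated cells). Worms had received dsRNA against RNA-binding proteins known as splicing regulators in other animals, or control dsRNA, or were wild type. What follows concerns transcript levels only, as splicing was not analysed here.

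The knocked-down transcripts come first, as a test of the labels. The CELF-family gene *bruli*, which neoblasts need in order to persist, stood at 1078 ± 200 CPM (library-scaled counts, mean ± SD of 2 libraries) in X1 cells after control RNAi and at 141 ± 30.4 after *bruli* RNAi, a log2 difference of −2.94 (standard error 0.35). In Xins cells it went from 41.5 ± 7.21 to 9.32 ± 3.52 CPM (log2 −2.15). The *mbnl* RNAi combined dsRNA against 4 muscleblind-like genes. Of these, *mbnl-like-1* was at 9.73 CPM against 20.7 in X1 (log2 −1.09) and 3.13 against 14.6 in Xins (log2 −2.22), and *mbnl-1* at 42.1 against 64.7 in X1 (log2 −0.62) and 40.5 against 91.0 in Xins (log2 −1.17). None of these differences passed the threshold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, where the smallest adjusted p was the one for *bruli* in X1, 0.0723, with both knockdown libraries below both controls. With the replicate number as a block *bruli* in X1 was called (edgeR's quasi-likelihood test, adjusted p = 0.00905) and the others were not. The replicates are not known to come from separate groups of animals, so every p-value here measures only the spread between libraries.

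In whole worms and X2 cells, with 1 library per knockdown, most targets were also lower in their own knockdown, as the plot of target levels shows. In whole worms *bruli* was at 10.1% of its control CPM, *celf-2* at 21.2%, the epithelial splicing regulators *esrp-1* and *esrp-2* at 11.2% and 16.5%, *rbfox-1* at 20.7%, and *rbfox-2* and *rbfox-3*, targeted together, at 16.2% and 40.0%. Of the polypyrimidine-tract-binding genes *ptbp-2* was at 25.7% and *ptbp-4* at 32.0%, whereas *ptbp-3* was at 112%. The neuro-oncological antigen genes *nova-1*, *nova-2* and *nova-3* were at 3.39%, 43.3% and 20.8%, while the 2 transcripts of *nova-4* had 0 counts in the control and 4 and 2 counts in the knockdown, too few for a ratio. Whole worms given *mbnl* dsRNA kept 59.6% of *mbnl-1*, 17.8% of *mbnl-like-1* and 86.5% of *mbnl-like-3*, the last on 16 against 19 counts. In X2, *bruli* was at 22.1%, *mbnl-1* at 18.9%, *mbnl-like-1* at 16.6% and *mbnl-like-3* at 84.6% (19 against 25 counts). The targeted transcripts *celf-1*, *celf-3*, *ptbp-1* and *mbnl-like-2* were not analysed here.

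**Figure D1:**
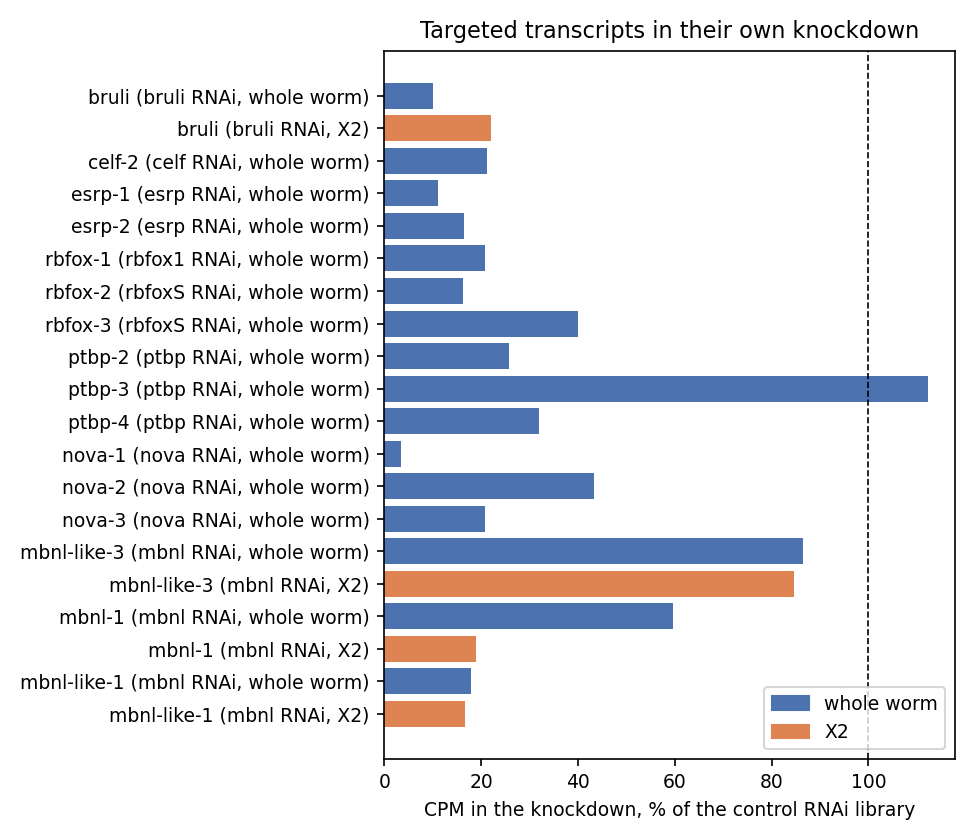
CPM of each targeted transcript in its own knockdown as a percentage of the control library, in whole worms and in X2 cells. Each bar is 1 library against 1 control library.

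Among named transcripts higher in neoblast-enriched X1 cells than in differentiated Xins cells, germline-type small-RNA genes, a poly(A)-binding protein and *bruli* differed most. The PIWI homologue *PIWIL1* (comp659), whose family loads piRNAs and is a classical neoblast marker, was at 6427 ± 386 CPM in X1 and 65.4 ± 44.2 in Xins (log2 6.62, standard error 0.57), and a second *PIWIL1* transcript (comp1258) at 3452 ± 241 against 308 ± 65.2 (log2 3.49). A poly(A)-binding protein transcript, *PABPC1* (comp11729), was at 102 ± 5.83 against 3.11 ± 2.18 (log2 5.05), *bruli* at 1153 ± 135 against 39.8 ± 8.82 (log2 4.86), and 2 transcripts closest to the germ-granule helicase *DDX4* (vasa) at log2 4.23 (comp1985, 1922 ± 352 against 102 ± 27.4) and 3.78 (comp2082). Further named transcripts much higher in X1 were the helicases *DDX55* (log2 3.85) and *DHX8* (comp8001, 3.70), the nuclear pore gene *NUP35* (3.54) and the spliceosome component with KEGG number K12845 (3.45).

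The named transcripts furthest below Xins in X1 included *celf-2*, musashi and *rbfox* genes. The CELF-family gene *celf-2*, a relative of *bruli*, was at 0.198 ± 0.0737 CPM in X1 and 31.3 ± 16.5 in Xins (log2 −7.31, standard error 0.67). The musashi homologues *MSI1* (comp13817) and *MSI2*, which mark neural precursors and other progenitors in vertebrates, were at log2 −7.15 and −6.07, *rbfox-2* at −6.40, the smooth- and heart-muscle gene *RBPMS* at −6.38, *RBMS1* at −5.77, 2 *A1CF* transcripts (comp7056 and comp2228), named for an mRNA-editing cofactor, at −5.50 and −5.47, the neuronal Hu protein *ELAVL4* at −5.18 and *RBM38* at −5.12. Of the 3 muscle RNA-binding transcripts, too few for a list test, *RBPMS* and *RBM38* were thus lower and *RBM24* (log2 0.55) was not called.

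In all, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 10300 of 12665 transcripts at adjusted p under 0.05 (4819 higher in X1, 5481 lower), of which 8752 differed at least 2-fold and 5439 at least 4-fold. Among the 334 transcripts with a name, 266 were higher and 48 lower. For *PIWIL1* (comp659) the adjusted p was 6.93e-06, for *bruli* 7.61e-07 and for *celf-2* 1.05e-05, each with all 3 X1 libraries on one side of all 4 Xins libraries. By identifier, comp38485 was 247-fold higher in X1 (counting interval 43.8 to 9808, on 186 counts against 1) and comp14806 higher by log2 7.19, while comp9341 and comp11230, with 0 counts in X1, were at least 1598-fold and at least 1111-fold lower. Calls were 9701 to 10198 when each library was left out in turn. Of the 35 ways to split the 7 libraries 3 against 4, only the real one gave so many calls and the next highest gave 3. A random division would hit on the real one in 1 of 35 cases. The other splits mix X1 and Xins libraries within a group, which widens its spread and keeps their calls low. The share of calls that were higher in X1 depended on the scaling, 46.8% here, 37.4% on the deposited cRPKM and 55.8% after quantile normalization, as the median of all transcripts moved from −0.15 to −0.51 and 0.22.

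The other RNAi targets also separated the fractions. Higher in X1 were *rbfox-1* (log2 2.86), *ptbp-2* (2.66) and *ptbp-3* (2.16), and lower were *rbfox-3* (−4.68), *ptbp-4* (−4.25), *nova-1* (−2.49), *esrp-1* (−2.31), *nova-2* (−1.90), *esrp-2* (−1.28), *nova-3* (−0.98) and *mbnl-1* (−0.64). The paper judged such factors against core spliceosome genes, whose list had a median of 2.02 here. On that scale it reported no X1 enrichment for *ptbp-2* and *rbfox-1*. The difference for *mbnl-like-1*, 0.30, did not pass. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment *esrp-2* had adjusted p = 0.0111, which went to 0.0570 (log2 −1.04) without the second X1 control library and was also lost without the X1 wild type library (−1.07), and *mbnl-1* had 0.00863, which went to 0.0574 (−0.53) and 0.0605 (−0.53) without the same 2 libraries. After quantile normalization *esrp-2* was at −0.07 and *nova-3* at −0.56 and neither was called, whereas *mbnl-like-1* was, at 0.97.

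Whole families of RNA-processing genes were higher in the neoblast fraction. All 7 piRNA and germ-granule transcripts were called higher in X1 (median log2 3.49), as were all 16 SR and TRA2 splicing factors (1.86), among them *TRA2B* (2.90), *TRA2A* (2.40) and *SRSF10* comp1695 (2.28), and all 14 hnRNP proteins (1.73), led by *HNRNPA2B1* (2.83), *MYEF2* (2.81), *HNRNPL* (2.81) and *HNRNPF* (2.44). The 18 snRNP, Sm and LSm transcripts, which build the splicing particles themselves, were all higher (2.36; *SNRPA* 3.10, *SNRPD2* 3.09, *SNRPN* 3.06, *SNRPD1* 3.03), and so were 76 of the 77 core spliceosome transcripts (2.02; K12852 3.31, K12834 3.23). Of 51 DEAD and DEAH helicases 43 were higher and 4 lower (median 1.67; *DDX39B* comp794 3.14, *DDX41* 3.11). Among 6 transcripts of the *TIA1* family, stress-granule proteins that also steer splicing, 4 were higher and comp10924 was lower (−4.64), which leaves a median of 2.45 but a mean of 1.07. Of 14 translation genes 12 were higher and 1 lower (median 1.41; *RPS3* 2.06, *LSM14B* 2.05, *EIF3G* 2.05). Over the whole list of 283 RNA-binding transcripts 225 were higher and 43 lower (median 1.63). The 7 small-RNA silencing transcripts had a median of 0.98 and 6 of them were called higher, including 2 Argonautes, *AGO2* comp1194 (1.75) and comp7594 (1.16), and the microprocessor gene *DGCR8* (1.56), but not *DICER1* (0.98). The call for *AGO2* comp7594 was lost in limma on log2(cRPKM + 1), at 0.76.

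Lists of RNA-binding proteins known from differentiated tissues ran the other way. Of 14 neural RNA-binding transcripts 12 were lower in X1 and 2 higher (median −2.58), and all 5 epithelial ones were lower (−2.31; *A1CF* comp10996 −2.08). The 16 orthologues of genes with stem-cell splicing in mammals had 3 higher and 9 lower (median −0.68; the matrix enzyme *PLOD3* −2.70, *EPB41L5* −1.69, *EML1* −1.43, *RAB11FIP4* −1.23). That list was chosen in the study from splicing in these libraries and is not independent of them.

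The list test, limma's camera, asks whether the members rank above or below all other transcripts, and called 11 of the 13 lists, all but small-RNA silencing (adjusted p = 0.0935, or 0.222 with an estimated correlation) and the stem-cell orthologues (0.238, or 0.515 with an estimated correlation). With camera's fixed correlation the adjusted p was 5.73e-07 for the piRNA list (adjusted p = 0.0632 with an estimated correlation), 4.26e-06 for SR and TRA2 (0.101 with an estimated correlation), 1.25e-05 for hnRNP (0.175), 1.26e-09 for snRNP (0.0632), 2.27e-09 for the helicases (0.0632) and 8.03e-21 for the core spliceosome (0.0632), each second value being the one with an estimated correlation. In the same order of values camera gave 4.74e-14 and 0.0632 for all RNA-binding proteins, 0.00194 and 0.162 for translation, 0.00144 and 0.222 for the neural list, 0.0264 and 0.222 for *TIA1* and 0.0423 and 0.141 for the epithelial list. No list was called with an estimated correlation. Of the 35 splits of the 7 libraries, 9 gave at least 11 lists, the real one among them (highest other 12). Every split leaves unequal shares of X1 libraries in its groups, so part of the fraction difference remains in each. The number of lists in these splits therefore cannot tell whether the lists follow the fractions or chance. fry, whose p-value tests whether the genes of a set move on balance one way and does not compare the set with other genes, called all 13. The *TIA1* list was lost without the second Xins wild type library (camera adjusted p = 0.0879), and the epithelial list without the second X1 control (0.0502), the X1 wild type (0.0518) or the second Xins wild type library (0.0527), and both were lost after quantile normalization (0.0870 and 0.0536). Adjusted over the list alone, 44 helicases and 226 of all RNA-binding transcripts were higher in X1, and the other counts stayed as given.

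**Figure D2:**
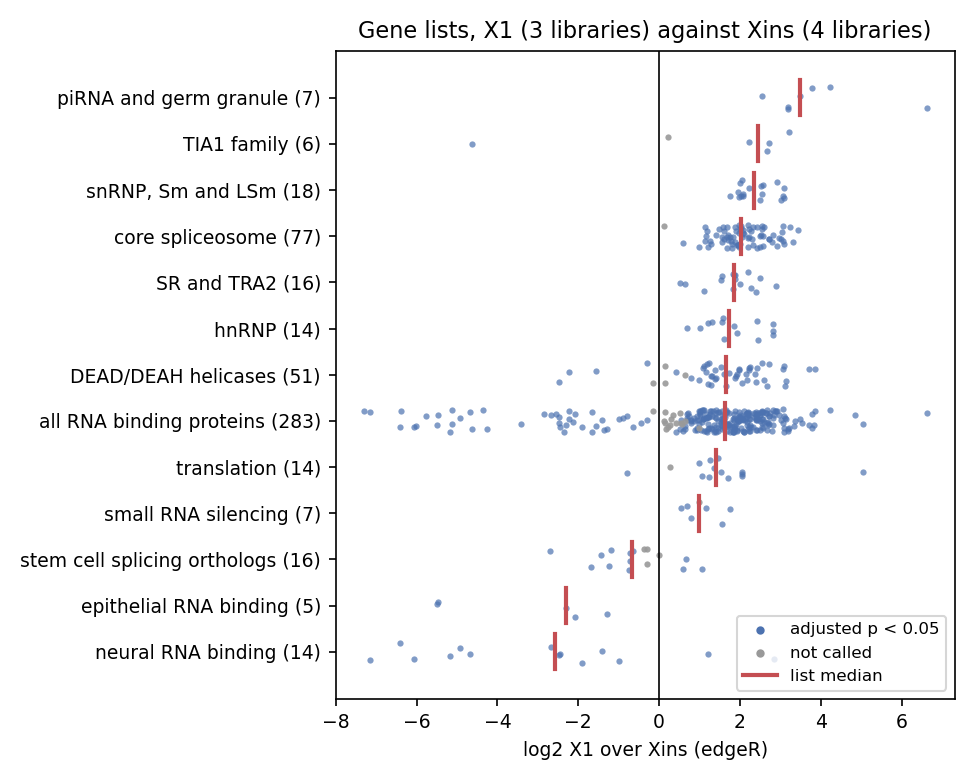
Log2 difference between X1 and Xins for each member of the 13 tested lists, with the median of each list. Values are edgeR estimates from 3 X1 and 4 Xins libraries.

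The progeny-enriched X2 fraction stood between the others for many of these genes, and several named transcripts low in X1 were higher in it. Against X1, *MSI2* rose from 0.440 ± 0.137 to 20.2 ± 0.377 CPM (log2 5.52, standard error 0.32), *celf-2* by 5.52, *MSI1* (comp13817) by 5.40, *rbfox-2* by 5.03, *A1CF* (comp2228) by 4.87, *RBPMS* by 4.69, *RBM38* by 4.42, *rbfox-3* by 4.19, the translational regulator *CPEB3* by 3.71 and *ELAVL4* by 3.68. Neoblast genes were lower in X2, with *PABPC1* (comp11729) at −3.21, *DDX4* comp1985 at −2.66 (303 ± 10.2 against 1922 ± 352 CPM) and comp2082 at −1.98, *PIWIL1* (comp659) at −2.46 (1169 ± 245), *EIF3G* (comp15937) at −2.29, the Tudor-domain piRNA genes *TDRD9* and *TDRD12* at −2.09 and −2.02, *DDX55* at −2.06, *ADARB2* at −2.01, *AGO2* (comp7594) at −1.94 and *bruli* at −1.75 (343 ± 40.8 against 1153 ± 135). Among the other targets *ptbp-4* (3.40), *nova-1* (0.86) and *mbnl-1* (0.82) were higher, *rbfox-1* (−0.78) and *ptbp-2* (−0.44) lower, and *ptbp-3* (−0.37), *esrp-1* (0.71), *esrp-2* (0.51), *nova-2* (0.57), *nova-3* (0.22) and *mbnl-like-1* (0.62) did not pass.

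Over all transcripts, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 3205 higher and 2708 lower in X2 than in X1, 4440 of these by at least 2-fold and 2275 by at least 4-fold. Of the 200 named ones 32 were higher and 168 lower. The adjusted p was 3.42e-05 for *MSI2*, 0.00025 for *DDX4* comp1985 and 0.000806 for *bruli*, each with both X2 libraries apart from all 3 X1 libraries. By identifier, comp10157 and comp9206 were at least 58.7-fold and at least 39.3-fold higher, and comp15248 and comp21373 were lower (log2 −4.78 and −4.60). With 2 X2 libraries several calls rested on one of them. Without the X2 control library edgeR's quasi-likelihood test lost *PIWIL1* comp659 (log2 −2.26, adjusted p = 0.0839), *AGO2* comp7594 (−1.57, 0.0540), *mbnl-1* (0.55, 0.110), *rbfox-1* (−0.54, 0.106), *nova-1* (0.55, 0.0920) and *ptbp-2* (−0.32, a call lost in every leave-out), and without the X2 wild type library *EIF3G* (−2.04, 0.0615). Calls ranged from 3983 to 5827 with 1 library left out, and 54.2% of calls were higher in X2, against 66.9% on the deposited cRPKM, where the median of all transcripts was 0.17 rather than −0.06.

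Against Xins, several transcripts high in X1 were also higher in X2. *PIWIL1* was higher by log2 4.16 (comp659) and 2.80 (comp1258), *bruli* by 3.11 (343 against 39.8 CPM), *DHX8* (comp8001) by 2.88, *HNRNPA2B1* by 2.54, K12834 by 2.40, *DDX5* (comp14392) by 2.35, the RNA-binding ubiquitin-ligase homologue *MEX3D* by 2.30, *MYEF2* by 2.27, *ptbp-2* by 2.22, *rbfox-1* by 2.07 and *ptbp-3* by 1.79, and *mbnl-like-1*, not called between X1 and Xins, was higher by 0.93. Still lower than in Xins were *RBMS1* (−3.73), the branch-site protein *SF3B6* (−3.48), *A1CF* comp7056 (−2.61), 3 *DHX8* transcripts (comp12329 −2.57, comp11801 −2.45, comp7940 −2.44), *ANK3* (−1.81), *celf-2* (−1.79), *MSI1* (−1.76), *QKI* (−1.74), *nova-1* (−1.63), *esrp-1* (−1.61), *rbfox-2* (−1.38), *nova-2* (−1.33) and *nova-3* (−0.77). Not called were *mbnl-1* (0.18), *rbfox-3* (−0.49), *ptbp-4* (−0.85) and *esrp-2* (−0.77).

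By edgeR's quasi-likelihood test 3707 transcripts were higher and 4270 lower in X2 than in Xins, 6220 of them by at least 2-fold and 2905 by at least 4-fold, and of 272 named ones 243 were higher. The Benjamini-Hochberg adjusted p was 0.000356 for *PIWIL1* comp659 and 9.17e-05 for *bruli*, with both X2 libraries above all 4 Xins libraries. The unnamed comp33945 and comp11501 were higher by log2 5.55 and 5.34, comp29704 was at least 66.8-fold lower and comp12374 1492-fold lower (counting interval 268 to 58958, on 1 count in X2). Without the X2 control library edgeR's quasi-likelihood test lost *A1CF* comp7056 (adjusted p = 0.0550), *celf-2* (log2 −1.72, 0.0949) and *mbnl-like-1* (0.89, 0.0825), and without X2 wild type it lost *A1CF* (0.0941), *celf-2* (−1.71, 0.115), *MSI1* (−1.43, 0.0548) and *rbfox-2* (−0.93, 0.135). The call for *mbnl-like-1* was also lost without the second Xins control (0.76, edgeR adjusted p = 0.0544) or the first Xins wild type library (0.74, 0.0526), and *nova-3*, at 0.0458, in all but 1 of the leave-outs. Calls ranged from 5683 to 7683 with 1 library left out, and 46.5% of calls were higher in X2, against 36.6% on the deposited cRPKM and 60.4% after quantile normalization, with medians of all transcripts of −0.06, −0.20 and 0.31.

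After *bruli* RNAi, X1 cells had less RNA of the piRNA pathway. All 7 piRNA and germ-granule transcripts were below control (median log2 −0.91), with *PIWIL1* comp659 going from 6212 ± 736 to 2215 ± 159 CPM (−1.49), *PIWIL1* comp1258 from 3334 ± 212 to 1295 ± 46.3 (−1.36), and the Tudor-domain genes *TDRKH* from 243 to 125 (−0.96) and *TDRD9* from 423 to 225 (−0.91). Splicing factors were lower by less, with 17 of 18 snRNP transcripts below control (median −0.39; *SNRPD2* −1.37, *SNRPF* −0.89), 15 of 16 SR and TRA2 factors (−0.32; *TRA2B* −0.64, *SRSF11* −0.53), 12 of 14 hnRNP proteins (−0.32; *HNRNPA2B1* −1.13, from 1347 to 617 CPM, and *HNRNPK* comp1569 −0.80) and 62 of 77 core spliceosome transcripts (−0.18; K12847 −0.94, *ALYREF* −0.81). None of these transcripts was called on its own by edgeR's quasi-likelihood test without a block, and with an estimated correlation camera called neither the piRNA list (adjusted p = 0.0789) nor the splicing lists (0.194 to 0.369), of which SR and TRA2, hnRNP and the core spliceosome were also lost without the second *bruli* library. Of 14 neural transcripts 12 were above control (0.56; *rbfox-3* 1.19, *MSI1* comp7323 1.15, from 24.0 ± 4.47 to 53.3 ± 3.93 CPM, *CPEB3* 1.07, *MSI2* 0.79), but camera's call for them was lost with an estimated correlation (adjusted p = 0.164), after quantile normalization (median 0.07) and without the first *bruli* library (0.0869). As 12 of the 14 are also higher in Xins, RNA carried over from Xins cells is a further explanation that stays open for them. Over all RNA-binding transcripts 181 of 284 were lower (−0.13), among them the unnamed comp3741 (735 to 274 CPM, −1.43).

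camera called these 7 lists, with adjusted p = 3.75e-09 for piRNA (0.0789 with an estimated correlation), 0.0021 for SR and TRA2 (0.369 with an estimated correlation), 0.00172 for hnRNP (0.369), 0.000276 for snRNP (0.194), 8.48e-06 for the core spliceosome (0.369), 0.000942 for all RNA-binding proteins (0.369) and 0.00705 for the neural list (0.164), where the value in brackets is again the one with an estimated correlation. fry called the piRNA list (adjusted p = 0.0147) and the neural list (0.0197). The piRNA call held in each of 4 leave-outs (−0.96 to −0.92). Without the second *bruli* library camera lost SR and TRA2 (median −0.20, adjusted p = 0.246), hnRNP (−0.16, 0.246), all RNA-binding proteins (−0.08, 0.246) and the core spliceosome (−0.09, 0.0853), and without the first it lost the neural list (0.31, 0.0869). Quantile normalization also lost the neural list (0.07, camera adjusted p = 0.171) and all RNA-binding proteins (−0.05, 0.0675). Not called were small-RNA silencing (median −0.03, camera adjusted p = 0.932; *TARBP2* 0.36), helicases (−0.05, 0.0817; *DDX39B* comp724 −0.87), *TIA1* (−0.30, 0.172; comp10924 1.19, comp3605 −0.64), translation (−0.08, 0.427; *LSM14B* −0.53, *PUM2* 0.49), epithelial (0.65, 0.172; *A1CF* comp7056 2.00 on 45 against 12 counts, *esrp-1* 0.65) and the stem-cell orthologues (0.01, 0.622; *FMNL2* 0.78, *EPB41L5* 0.73, *ADD3* −0.63). Adjusted over the list alone, 3 piRNA, 1 hnRNP and 1 snRNP transcripts were lower, 1 *TIA1* and 1 neural transcript higher, and of all RNA-binding transcripts 6 lower and 1 higher. The target *bruli* was among the lower ones of the last list.

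No single transcript was called after *bruli* RNAi in X1 by edgeR's quasi-likelihood test (0 of 12494, 890 at unadjusted p under 0.05), against 3 by limma and 109 by DESeq2. In simulated libraries of the same design edgeR recovered 0% of 4-fold changes, while DESeq2 recovered 59% with 41 of its 103 calls false. The first replicates of the sorted RNAi libraries form a batch that can be seen in depth and cRPKM totals. A second simulation drew its counts from the fit with replicate as a block. On these counts edgeR recovered 61% with the block (3 of 68 calls false) and 0% without it. That simulation takes the block as real, so it cannot give the error rate of the calls in the real libraries. With the block, the real libraries gave 128 transcripts (72 higher, 56 lower). The 9 named ones, with adjusted p from edgeR's quasi-likelihood test with the replicate block, were *bruli* (−2.94, 0.00905), *PIWIL1* comp1258 (−1.36, 0.0268), *ADARB2* (−1.19, 0.0322), *TDRKH* (−0.96, 0.0364), *SNRPD2* (−1.36, 0.0369), the helicase *RECQL* (−1.31, 0.0369), K12847 (−0.94, 0.0454), *HNRNPA2B1* (−1.13, 0.0457) and, higher, *MSI1* comp7323 (1.15, 0.0358). Of the other targets, *ptbp-2* was at −0.65, *rbfox-1* at −0.62, *celf-2* at 1.24, *mbnl-1* at 0.58 and *mbnl-like-1* at 0.55, none called with or without the block.

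As a body, transcripts typical of neoblasts were lower after *bruli* RNAi in X1 and those of differentiated cells higher. The sets were defined in wild type cells alone, from 1 X1, 1 X2 and 2 Xins libraries. The 1016 X1-enriched transcripts had a median of −0.26, with 25.6% of them above control, and the 3565 Xins-enriched ones a median of 0.36, with 69.2% above. camera gave adjusted p = 1.85e-13 and 1.37e-13 (0.0366 for each with an estimated correlation), while fry gave 0.0538 for each. The 250 X2-enriched transcripts (0.19, camera adjusted p = 0.0727) were not called. By replicate the X1-enriched median was −0.23 and −0.31 and the Xins-enriched one 0.11 and 0.64, so the size of the second rests on the second replicate. Without the second X1 control library the X1-enriched median was −0.10, still called (camera adjusted p = 2.6e-06), and the Xins-enriched one 0.21, no longer called (0.122), while without the first X1 control it was 0.75. Leaving out the second *bruli* library turned the X2-enriched set into a call (0.31, camera adjusted p = 0.00611).

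**Figure D3:**
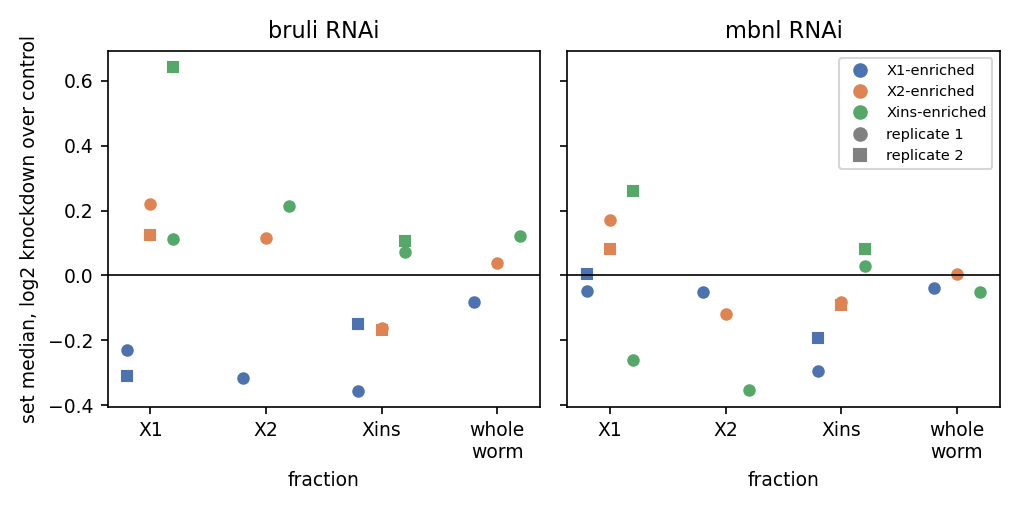
Median log2 difference of the X1-enriched, Xins-enriched and X2-enriched transcripts after *bruli* or *mbnl* RNAi, per replicate, in X1, X2, Xins and whole worms.

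In Xins cells piRNA-pathway transcripts were below control after *bruli* RNAi, from a low level and against 2 unlike control libraries, with 117 and 20.9 CPM of *PIWIL1* comp659. *PIWIL1* comp659 was at 6.24 ± 2.04 CPM against 68.5 ± 67.4 in the controls (−3.46), comp1258 at −0.52 and the *DDX4* transcripts at −0.42 and −0.34, for a list median of −0.34. The other lists moved by little, with SR and TRA2 at −0.11 (*TRA2B* −0.43), hnRNP at −0.14 (*HNRNPK* comp2111 −0.40), snRNP at −0.13 (*SNRPN* −0.36), helicases at −0.11 (*DHX8* comp8001 −0.64), translation at −0.13 (*PABPC1* comp11729 −1.31), the core spliceosome at −0.12, all RNA-binding proteins at −0.10 (*MEX3D* −0.95) and the neural list at 0.17 (*rbfox-3* 0.50). This *HNRNPK* transcript is not the one named for X1, comp1569. X1-enriched transcripts had a median of −0.26, Xins-enriched ones 0.12 (0.0808 without the second *bruli* library, 0.208 and 0.222 without the second and first control) and X2-enriched ones −0.13 (−0.243 without the first *bruli* library, −0.0867 without the first control).

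camera called these 9 lists, with adjusted p = 7.42e-07 for piRNA (0.161 with an estimated correlation), 0.0231 for SR and TRA2 (0.464), 0.0231 for hnRNP (0.481), 0.0413 for snRNP (0.452), 0.00858 for helicases (0.363), 0.0231 for translation (0.363), 0.0413 for the neural list (0.363), 0.000623 for all RNA-binding proteins (0.434) and 0.000848 for the core spliceosome (0.452), the bracketed value being in each case the one with an estimated correlation. fry called 0 of them. The piRNA list was called in all 4 leave-outs (median −0.59 to −0.15), the snRNP and neural lists in 0 of 4, and without the first Xins control library or the second *bruli* library only the piRNA list was left, hnRNP even turning to 0.07 without the former. For the sets camera gave adjusted p = 3.0e-37, 1.0e-12 and 2.4e-09 (0.00661, 0.0172 and 0.0134 with an estimated correlation; fry 0.0894, 0.345 and 0.103). The X1-enriched median was −0.35 and −0.15 in the replicates and −0.15 without the first Xins control library, which held more X1-type RNA than the others. Adjusted over the list alone, 1 piRNA transcript and 1 of all RNA-binding transcripts passed, the latter being the target *bruli* itself. edgeR's quasi-likelihood test called 0 transcripts (79 at unadjusted p under 0.05), limma 0, DESeq2 7 and edgeR with the replicate block 0.

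The combined *mbnl* RNAi changed little in X1 that could be told from spread. Core spliceosome transcripts were slightly above control (median 0.16, 63 of 77 positive; K12862 0.49, K12825 0.49, *LSM4* 0.41), as were the splicing factor *SRSF10* (comp661 0.65, comp1695 0.36) and the helicases *DDX47* (0.61) and *DDX3X* (0.59). *rbfox-3* (0.84) and *celf-2* (1.33, on 19 counts against 8 in the controls) were higher by more, though neither was called, and *SF3B6* comp11998 was lower, with 1 count against 6 in the controls (control to knockdown ratio 6.20, counting interval 0.752 to 285). camera called the core spliceosome (adjusted p = 0.0430, or 0.971 with an estimated correlation), but in 0 of 4 leave-outs (median 0.03 to 0.30) and not after quantile normalization (0.07). The X1-enriched median was 0.01 (camera adjusted p = 0.919, its direction being down), the Xins-enriched one 0.00 (0.238; −0.26 and 0.26 in the replicates) and the X2-enriched one 0.15 (0.0351, or 0.498 with an estimated correlation), a call lost without the second X1 control or the first *mbnl* library. Other calls came with a library left out, in opposite directions for the 2 controls. Without the first X1 control library the Xins-enriched median was 0.29 (camera adjusted p = 9.21e-07) and the X1-enriched one −0.09 (0.0131), and without the second they were −0.11 (8.11e-12) and 0.14 (0.0271). edgeR's quasi-likelihood test called 0 transcripts (212 at unadjusted p under 0.05), limma 0, DESeq2 1 and the replicate block 0.

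In Xins cells X1-enriched transcripts were lower after *mbnl* RNAi too. Their median was −0.25 (camera adjusted p = 4.75e-19, or 0.0368 with an estimated correlation; fry 0.141), −0.30 and −0.19 in the replicates, −0.11 without the first Xins control library and −0.38 without the first *mbnl* library. Xins-enriched transcripts had a median of 0.12 (camera adjusted p = 0.000985, or 0.173 with an estimated correlation), lost without the second Xins control (0.09, 0.0645) or the second *mbnl* library (0.03, 0.328), and X2-enriched ones −0.03 (0.00569, or 0.173 with an estimated correlation), called only in the leave-out of the second Xins control. *PIWIL1* comp659 was at 12.5 ± 0.106 CPM against 68.5 ± 67.4 (−2.46) and comp1258 at −0.58, beside *PABPC1* comp11729 (−1.24), *DHX8* comp8001 (−1.22), *DDX39B* comp794 (−0.62) and *RPS3* (−0.53). The piRNA list (median −0.16, mean −0.51) was called by camera (adjusted p = 0.0164, or 0.786 with an estimated correlation), not with the replicate block (0.0685), and not without the first Xins control (0.11, 0.940) or the second *mbnl* library (0.07, 0.775). Adjusted over the list alone, 1 transcript each of the piRNA, all-RNA-binding and stem-cell lists passed. The last 2 were *mbnl-like-1* and *mbnl-1*, targets of the dsRNA. edgeR's quasi-likelihood test called 0 transcripts (202 at unadjusted p under 0.05), limma 0, DESeq2 2 and the replicate block 0.

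**Figure D4:**
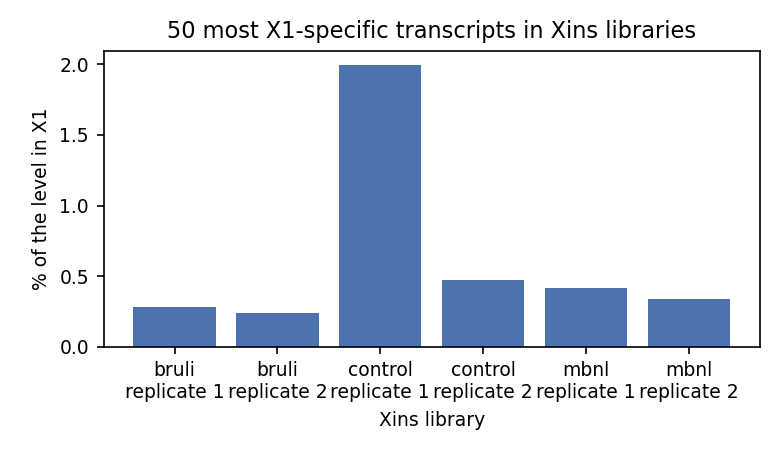
Level of the 50 most X1-specific transcripts in each Xins RNAi library as a percentage of their X1 level. The first control library stands at 2.00%, the other 5 between 0.242% and 0.475%.

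Set against each other without any control library, the 2 knockdowns differed in X1 in piRNA-pathway and splicing-related lists by camera's test with its fixed correlation, though in none with an estimated one. *PIWIL1* was lower after *bruli* than after *mbnl* RNAi (comp659 −1.27, comp1258 −1.26), as were *DDX4* comp1985 (−0.98), *TDRD9* (−0.97), *SNRPD2* (−1.50), *HNRNPK* comp1569 (−1.16), *HNRNPA2B1* (−1.04), K12862 (−1.27) and K12874 (−1.02), while *MSI1* comp7323 (1.16), *CPEB3* (1.07) and *mbnl-1* (1.20) were higher. X1-enriched transcripts had a median of −0.29 and Xins-enriched ones 0.47, which camera called (adjusted p = 2.84e-12 and 1.55e-16, or 0.0434 and 0.0252 with an estimated correlation), against 0.04 for the X2-enriched ones (0.894). camera also called 8 lists, piRNA (median −0.97, adjusted p = 3.84e-09, or 0.0848 with an estimated correlation), SR and TRA2 (−0.44, 0.000228, or 0.272), hnRNP (−0.54, 8.81e-05, or 0.272), snRNP (−0.54, 6.67e-05, or 0.225), the core spliceosome (−0.42, 7.74e-10, or 0.225), all RNA-binding proteins (−0.19, 6.67e-05, or 0.272), helicases (−0.17, 0.0255, or 0.272) and the neural list (0.27, 0.0406, or 0.225), each last value with an estimated correlation. fry called the piRNA list (adjusted p = 0.0126).

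The calls held unevenly. camera lost hnRNP (adjusted p = 0.103), helicases (0.746), the neural list (0.0768) and all RNA-binding proteins (0.0602) without the first *mbnl* X1 library, snRNP (0.130) and the neural list (0.204) without the second, SR and TRA2 (0.0612) and helicases (0.240) without the second *bruli* X1 library, and the neural list without the first (0.346) or with the replicate block (0.0606). Adjusted over the list alone, 5 piRNA, 1 snRNP, 1 neural, 1 core spliceosome and 1 stem-cell transcript passed, and of all RNA-binding transcripts 4 lower and 2 higher. RNAi targets are part of these counts, *mbnl-1* in the stem-cell list and *bruli* and *mbnl-like-1* among all RNA-binding transcripts. edgeR's quasi-likelihood test called 0 transcripts (945 at unadjusted p under 0.05, smallest adjusted p 0.0669), limma 7 and DESeq2 111. With the replicate block edgeR called 106 (44 higher, 62 lower), 7 of them named, *bruli* (−2.75, adjusted p = 0.00781), *PIWIL1* comp1258, *SNRPD2*, *TDRKH* and *RECQL* lower and *MSI1* comp7323 and *mbnl-like-1* (1.64, 0.0425) higher. In Xins the same contrast gave no list and no set (camera adjusted p = 0.340, 0.0795 and 0.0795), with *PIWIL1* comp659 at 6.24 CPM after *bruli* and 12.5 after *mbnl* RNAi and *mbnl-1* at log2 0.98. There edgeR's quasi-likelihood test called 0 transcripts (98 at unadjusted p under 0.05), limma 0, DESeq2 3 and the replicate block 0.

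Whether a knockdown acted differently in X1 and Xins was tested as a difference of the 2 effects. For *bruli* camera called the piRNA list (median −0.44, adjusted p = 0.0219, or 0.556 with an estimated correlation; *PIWIL1* comp659 itself at 1.97 and *TDRKH* at −0.85), snRNP (−0.17, 0.0231, or 0.556; *SNRPD2* −1.18), the core spliceosome (−0.09, 0.0231, or 0.856), Xins-enriched transcripts (0.25, 0.000103, or 0.186) and X2-enriched ones (0.31, 1.84e-05, or 0.0830), but not X1-enriched ones (median 0.04 with camera's direction down, 0.578). For *mbnl* it called piRNA (0.36, 0.0222), helicases (0.19, 0.0235), all RNA-binding proteins (0.15, 0.0222) and the core spliceosome (0.19, 0.0222), with *PIWIL1* at 2.24, *DHX8* at 1.20 and *PABPC1* at 1.15, all 4 lists at adjusted p = 0.806 with an estimated correlation. The sets after *mbnl* RNAi differed by 0.29 (X1-enriched, camera adjusted p = 2.04e-14, or 0.0455 with an estimated correlation), −0.11 (Xins-enriched, 0.000184, or 0.146) and 0.18 (X2-enriched, 1.02e-05, or 0.0455). Leaving out 1 library gave 0 to 7 lists for *bruli* and 0 to 6 for *mbnl*. edgeR's quasi-likelihood test called 0 transcripts for either (343 and 107 at unadjusted p under 0.05), limma 0, and DESeq2 7 for *bruli* and 0 for *mbnl*.

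The effects of *bruli* RNAi in X1 and *mbnl* RNAi in Xins, which share no library, correlated weakly. Across 12494 transcripts their log2 effects correlated at r = 0.146 (rank correlation 0.208), with 20 simulations of unchanged groups giving 0.001 on average (−0.024 to 0.023), and at −0.05 to 0.21 with 1 library left out, −0.05 being without the first *mbnl* Xins library. The covariance was 0.0475. Within replicate 1 alone the correlation of the effects was 0.255 and within replicate 2 alone 0.186. The simulation draws libraries independently, whereas deviations of libraries with the same replicate number correlated between groups. Pairs that raise the value stood at 0.377 (X1 and Xins controls) and 0.407 (*bruli* X1 and *mbnl* Xins). Pairs that lower it stood at 0.463 (*bruli* X1 and Xins control) and 0.0259 (X1 control and *mbnl* Xins). The value to expect without an effect is therefore not known to be 0. Other pairs without a shared library gave 0.130 for *bruli* in X1 and Xins, 0.248 for *mbnl* in X1 and Xins and −0.049 for *mbnl* in X1 against *bruli* in Xins. Where the 2 knockdowns share their controls, the value was 0.438 in X1 (0.492 simulated, covariance 0.218 against 0.234 simulated) and 0.507 in Xins (0.496 simulated, covariance 0.0863 against 0.177), so a shared control alone gives correlations of that size. Transcripts are not independent of each other, and no p-value is given. Wild type and control RNAi Xins cells differed in 0 of 12744 transcripts by edgeR's quasi-likelihood test (136 at unadjusted p under 0.05), 0 by limma and 1 by DESeq2. In simulation of the *bruli* comparison in X1, also 2 against 2 libraries, edgeR recovered 0% of 4-fold changes. The 0 calls therefore do not show that wild type and control cells were alike.

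In whole worms, with 1 library per knockdown and 1 shared control, no test was possible and transcripts are listed by size. *bruli* RNAi was followed by lower *PIWIL1* comp659 (log2 −1.29, 2691 against 6698 counts) and comp1258 (−0.63), lower K12834 (−0.68) and K12845 (−0.64), and higher *RBM18* (1.93, 246 against 60 counts), *DICER1* (0.82), K12824 (0.63), *DDX20* (0.61) and K12877 (0.60). *RBM18*, an uncharacterised RNA-recognition protein, was also above the same control after *rbfox-2* with *rbfox-3* (1.66), *celf* (1.44), *nova* (1.04), *esrp* (0.67) and *ptbp* RNAi (0.53). The ankyrin *ANK3* (−0.69, 825 against 1394 counts) and *SF3B6* (−0.59) were lower after *mbnl* RNAi, with *EIF3G* (0.48), *DHX8* (0.48) and *rbfox-3* (0.45) higher. *ptbp* RNAi left *ASCC1* higher (1.32, 431 against 144 counts), with *celf-2* (0.61) and *MEX3D* (0.55), and *SF3B6* (−0.64) and *SON* (−0.61) lower. The largest named differences elsewhere were K12863 (−0.64), K12846 (−0.62) and K12877 (0.57) for *nova*, *DDX55* (0.66) and *EIF3G* (0.58) for *esrp*, *EIF3G* (0.60), K12877 (0.57) and *RECQL* (−0.37) for *celf*, *EIF3G* (0.50) and K12733 (−0.41) for *rbfox-1*, and *EIF3G* (0.63), *PLOD3* (−0.66) and *PABPC1* (−0.63) for *rbfox-2* with *rbfox-3*.

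Of 12572 transcripts in whole worms, those past log2 0.7 or −0.7 numbered 760 for *bruli* (686 higher, 74 lower), 409 for *nova* (220, 189), 398 for *celf* (351, 47), 387 for *rbfox-2* with *rbfox-3* (306, 81), 214 for *mbnl* (46, 168), 162 for *esrp* (98, 64), 153 for *ptbp* (85, 68) and 101 for *rbfox-1* (36, 65). With the median of the 9 whole worm libraries as reference in place of the control they numbered 307 for *bruli*, 70 for *nova*, 82 for *celf*, 75 for *rbfox-2* with *rbfox-3*, 271 for *mbnl*, 38 for *esrp*, 35 for *ptbp* and 90 for *rbfox-1*. Simulated unchanged worms gave 267.55 on average, and *mbnl*, *esrp*, *ptbp* and *rbfox-1* lie below it, although against the median of the other 8 libraries *mbnl* had 363 (18 higher, 345 lower), close to the 367 of *bruli*. X1-enriched transcripts had a median of −0.08 after *bruli* RNAi, below all of 10000 random sets of like expression, and Xins-enriched ones 0.12 (percentile 99.93), with X2-enriched ones at 0.04 (percentile 0.01). The median of all transcripts was 0.12 in that comparison, so the Xins-enriched median was close to that of the library as a whole. The X2-enriched median lay below that value, and the counts of transcripts higher and lower carry the same offset. After *mbnl* RNAi the 3 medians were −0.04 (percentile 85.36), −0.05 (8.41) and 0.00 (99.9), where the median of all transcripts was −0.05. In the other 6 knockdowns the X1-enriched medians lay between −0.08 (*nova*) and 0.08 (*ptbp*), the Xins-enriched between −0.10 (*nova*) and 0.05 (*esrp*), and the X2-enriched between −0.10 (*nova*) and 0.06 (*esrp* and *ptbp*). For *nova* the median of all transcripts was −0.06, so its values in the 3 sets include a shift of the whole library. In that library the transcript comp7 held 7.93% of the counts, against 0.440% in the control. The same transcript held 5.55% after *rbfox-2* with *rbfox-3* RNAi and at most 1.01% in the remaining whole worm libraries.

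X2 cells have 1 library each as well, and transcripts are again listed by size. The counts past the threshold depend on the reference and were larger with the mean of control and wild type, as given further below. After *bruli* RNAi *PIWIL1* comp659 was at 6801 counts against 24916 (log2 −1.63), and the small splicing-particle genes *LSM2* (−1.34), *SNRPE* (−1.28) and *LSM8* (−1.25) were lower, while *rbfox-3* (0.93), *RBM18* (0.84), *CPEB3* (0.81), *nova-3* (0.73) and *MEX3A* (0.70) were higher. X1-enriched transcripts had a median of −0.32 (below all random sets), Xins-enriched ones 0.21 (above all) and X2-enriched ones 0.12 (percentile 99.99), and 969 of 10459 transcripts passed the threshold (422 higher, 547 lower). After *mbnl* RNAi the helicase *DDX5* comp10179 (1.46), *RBM18* (1.22), K12846 (1.01), K12839 (0.89) and K11984 (0.77) were higher and *DDX3X* (−1.63), *IGF2BP2* (−1.50) and *TARDBP* (−1.43) lower. There 277 transcripts were past the threshold upward and 1462 downward, in a library whose median transcript lay at −0.20, and the Xins-enriched median of −0.35 was below all random sets, the X1-enriched −0.05 above all and the X2-enriched −0.12 at percentile 99.56.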

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

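The 2 tests of X1 RNA carried over into Xins and the test by level of Xins enrichment in X1 were chosen only after the results were seen.

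X1-enriched transcripts were lower and Xins-enriched ones higher in X1 after *bruli* RNAi. If RNA of differentiated cells had leaked into those libraries, a mixture with 1.25% Xins RNA, which matches the Xins-enriched median of 0.38, would give −0.0233 for X1-enriched transcripts against −0.27 observed, with the replicates 0.0804 apart, so leakage does not account for the fall. The X1 control libraries alone do not account for it either, since the contrast of *bruli* with *mbnl*, which uses none of them, gave a camera adjusted p = 2.84e-12 (0.0434 with an estimated correlation). The size of the fall did depend on them. The X1-enriched median was −0.38 without the first X1 control library and −0.10 without the second. For the Xins-enriched part leakage could not be told apart from a true rise. In the third with the highest Xins to X1 ratio the observed median was 0.56 and the mixture gave 1.00, but the replicates stood at 0.03 and 1.09.

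X1-enriched transcripts were lower in Xins after both knockdowns, and the first Xins control library held 2.00% of the X1 level of 50 X1-specific transcripts against 0.475% in the second and 0.242% to 0.414% in the knockdowns. *PIWIL1* comp659 was at 117 CPM there and at 20.9 in the second control, still above the knockdown libraries (4.80 to 12.7). For *bruli* this difference in X1 RNA predicts −0.13 over 966 other X1-enriched transcripts against −0.23 observed (−0.231 against −0.321 and −0.0338 against −0.140 in the 2 replicates, 0.181 apart), so carried-over neoblast RNA may account for part of the result, and what it leaves in both replicates stays open. For *mbnl* it predicts −0.12 against −0.22 observed (−0.212 against −0.255 and −0.0194 against −0.186 in the 2 replicates, 0.0688 apart), so carry-over could account for most of the value in the first replicate but little of that in the second, and how much it accounts for overall stays open.

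The differences of the 8 whole worm knockdowns from their 1 control correlated at a median of 0.501 over 28 pairs (0.07 for *bruli* with *mbnl* to 0.75; covariance 0.0301). Unchanged worms compared with 1 shared control gave 0.504 in simulation (0.493 to 0.519; covariance 0.0369), and the median of the 9 libraries as reference gave −0.06. That reference would also take out any response shared by the knockdowns, so it cannot tell such a response from the control. The shared control library alone could account for a median of this size, while the spread of the pairs was not tested. Transcripts such as *RBM18* that stand above the control in many knockdowns may thus reflect the control as well as the targets. The control did not stand out, since against the median of the other 8 libraries it had 136 transcripts past the threshold, *bruli* 367, *mbnl* 363, *rbfox-1* 163 and the other 5 between 49 and 117.

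Single libraries stood apart from their group in 5 of 69 groups tested, where 3.45 would be expected by chance. In the first Xins control library *DICER1* was at 24.0 CPM (others 54.1 to 60.2), *HNRNPA2B1* at 250.3 (171 to 177), *HNRNPF* at 137 (101 to 103) and comp38485 at 0.0401, which is 1 count where the others had 0. In the second Xins control library *DDX41* was at 5.90 CPM (5.09 to 5.21).

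With its fixed correlation camera called a difference of the *bruli* effect between X1 and Xins in the piRNA list (median −0.44), the snRNP list (−0.17), the core spliceosome (−0.0907), Xins-enriched transcripts (0.25) and X2-enriched transcripts (0.31). With an estimated correlation none of these was called (camera adjusted p = 0.556, 0.556, 0.856, 0.186 and 0.0830), and leaving out 1 library gave 0 to 7 lists. For *mbnl* it called the piRNA list (0.36), helicases (0.19), all RNA-binding proteins (0.15), the core spliceosome (0.19) and the X1-enriched (0.29), Xins-enriched (−0.11) and X2-enriched transcripts (0.18). There an estimated correlation left the X1-enriched and X2-enriched sets (camera adjusted p = 0.0455 for each) but not the Xins-enriched one (0.146) or any list (0.806 for each), and leaving out 1 library gave 0 to 6 lists. The X1-enriched value stands beside medians of −0.25 in Xins and 0.01 in X1, so the carry-over into the first Xins control library described above bears on it, and without that library the lists for *mbnl* fell to 0, as they did without either X1 control or the second *mbnl* Xins library. For the other values no explanation was tested.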

How the results depend on the processing

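Chosen only after results were seen were limma on log2(cRPKM + 1), DESeq2, edgeR with DESeq2 size factors, and the estimated correlation and fry for the fraction-enriched sets. A count is taken as moved when it differs by more than 1.5 times. The total counts of transcripts called between the fractions stayed within that of the given ones, the lowest being 3983 of 5913 for X2 against X1 and 5683 of 7977 for X2 against Xins, each with 1 X2 library left out. By direction some of them moved. Transcripts lower in X2 than in X1 (2708) numbered 1425 with limma on log2(cRPKM + 1), 1474 with a pseudocount of 0.1, 1341 without a trend and 1709 without the X2 control library, those higher (3205) numbered 1890 with quantile normalization, and those lower in X2 than in Xins (4270) numbered 2622 without the X2 wild type library. Of the counts of called transcripts 170 stayed and 20 moved, and for named transcripts 9886 values stayed, 50 gained a call, 57 lost one and 0 turned. List-test counts were less stable (35 stayed, 47 moved), and of list values 856 stayed, 41 gained a call, 162 lost one and 7 turned. For the sets in X1 and Xins 91 values stayed, 5 gained a call, 21 lost one and 3 turned. Leaving out a library leaves 1 library in a group, which is then assumed to vary like the other groups, and values depended on which one was left out. Unless said otherwise the cause of a change was not tested. Depth limits transcripts near the level of 3 counts most in whole worms, which have the fewest counts.

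With no transcript called by edgeR's quasi-likelihood test in any RNAi comparison, *bruli* RNAi in X1 gave 3 with limma on log2(cRPKM + 1), 3 with a pseudocount of 0.1, 4 with quantile normalization, 1 with TMM scaling of cRPKM and 109 with DESeq2. The contrast of *bruli* with *mbnl* in X1 gave 7, 6, 6, 3 and 111 in the same order, and 1 with limma without a trend. DESeq2 also called 7 for *bruli* in Xins, 1 for *mbnl* in X1, 2 for *mbnl* in Xins, 7 for the difference of the *bruli* effects, 3 for *bruli* against *mbnl* in Xins and 1 for wild type against control. Leaving out 1 library gave 0 to 3 for *bruli* in Xins and 0 for the other RNAi comparisons.

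Replicate numbers share a batch but are not stated to pair libraries. Deviations from group means of libraries with the same number correlated above 0.1 in 14 of 15 pairs of groups (0.03 to 0.70). The replicate block gave 128 transcripts for *bruli* RNAi in X1, 106 for *bruli* against *mbnl* in X1 and 0 lists for *mbnl* in Xins, and changed no other count of calls in the RNAi comparisons by enough to count as moved. No paired analysis was possible for whole worm and X2 knockdowns because each has 1 library.

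With an estimated correlation camera called 0 lists in X1 against Xins and 0 in the 7 RNAi comparisons that had a call. fry called 13 in X1 against Xins, 2 for *bruli* in X1, 1 for *bruli* against *mbnl* in X1 and 0 in the other RNAi comparisons. Quantile normalization left 0 lists for *mbnl* in X1, 3 for *mbnl* in Xins, 0 for the difference of the *bruli* effects, where the core spliceosome turned to 0.0520, and 3 for *bruli* against *mbnl* in X1. Leaving out 1 library gave 3 to 7 lists for *bruli* in X1, 1 to 8 for *bruli* in Xins, 0 to 2 for *mbnl* in X1, 0 to 8 for *mbnl* in Xins, 0 to 7 and 0 to 6 for the differences of the *bruli* and *mbnl* effects, 4 to 7 for *bruli* against *mbnl* in X1 and 0 to 3 in Xins. Lists that turned or came near 0 in this way were hnRNP (−0.35 to 0.0701) and translation (−0.31 to −0.0271, the direction of camera's test turning at the latter) for *bruli* in Xins, all RNA-binding proteins (0.0295 to 0.35) and the core spliceosome (−0.0221 to 0.51) for the difference of the *mbnl* effects, and the same lists (−0.17 to 0.12 and −0.36 to 0.15) for *bruli* against *mbnl* in Xins.

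fry, which leaves the medians as they are and was run for the sets only in the 4 comparisons of a knockdown with its control, lost every set that camera called there, *bruli* in X1 (X1-enriched −0.26, Xins-enriched 0.36), *bruli* in Xins (−0.26, 0.12, X2-enriched −0.13), *mbnl* in X1 (X2-enriched 0.15) and *mbnl* in Xins (−0.25, 0.12, −0.0318). The estimated correlation lost X2-enriched in X1 (0.15) and Xins-enriched and X2-enriched in Xins (0.12, −0.0318) after *mbnl* RNAi. A set threshold of 3 made calls of X2-enriched for *bruli* in X1 (0.53) and of Xins-enriched for *mbnl* in X1 (−0.0421), and a threshold of 1 lost X2-enriched for *mbnl* in X1 (0.10) and Xins (−0.0235). With 1 library left out the Xins-enriched median for *bruli* in X1 was 0.21 to 0.75 and the X2-enriched one 0.10 to 0.33. For *mbnl* in X1 the X1-enriched, Xins-enriched and X2-enriched medians were −0.16 to 0.14, −0.22 to 0.29 and −0.00178 to 0.22, and in Xins the Xins-enriched and X2-enriched ones 0.0331 to 0.15 and −0.15 to 0.0141.

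The correlation of *bruli* in X1 with *mbnl* in Xins was 0.269 for transcripts with a mean above 4, and −0.0492 to 0.213 with 1 library left out. In whole worms the median of the 9 libraries as reference gave 307 transcripts past the threshold for *bruli*, 82 for *celf*, 38 for *esrp*, 70 for *nova*, 35 for *ptbp* and 75 for *rbfox-2* with *rbfox-3*. A filter at 3, which keeps fewer transcripts, gave 386, 229, 74, 261, 55 and 214 for the same knockdowns, 101 for *mbnl* and 36 for *rbfox-1*. A pseudocount of 0.1 gave 304 for *esrp*, 393 for *mbnl*, 310 for *ptbp* and 207 for *rbfox-1*. In X2 the mean of control and wild type as reference gave 2292 for *bruli* and 3023 for *mbnl*. Set medians close to 0 turned in single libraries, in whole worms X2-enriched at threshold 3 for *bruli* (−0.0610), *celf* (−0.0455) and *rbfox-1* (−0.00304) and at threshold 1 for *mbnl* (−0.00610), Xins-enriched at threshold 1 for *ptbp* (0.00240), and in X2 cells X2-enriched at threshold 3 for *mbnl* (0.0262).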

Other observations

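A small group of transcripts peaked in the progeny-enriched fraction. *MEX3D*, whose planarian relatives act in the choice between neoblast and progeny, was at 454 ± 101 CPM in X1, 850 ± 34.9 in X2 and 173 ± 49.3 in Xins (log2 0.90 and 2.30 for X2 against X1 and Xins), and the *TIA1* transcript comp8035 at 26.3, 44.1 and 22.5 CPM (0.75 and 0.97). Both were called against both neighbours by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, as were 286 of 12665 transcripts in all. Another 306 were lowest in X2, among them the adducin *ADD3* (215, 68.9 and 103 CPM in X1, X2 and Xins, log2 −1.64 and −0.58) and *DHX8* comp5357 (36.4, 21.9 and 45.0 CPM, −0.74 and −1.04). More transcripts were intermediate in X2, 1933 of them lower in X1 and higher in Xins (14 named) and 1734 the other way (150 named). The paper describes X2 as stem cells mixed with their early progeny. An intermediate value therefore does not by itself show a graded change.

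Knocking down one family was accompanied by shifts in targets of other families, each seen in 1 library. In X2 cells after *bruli* RNAi *rbfox-1* was at 61.8% and *ptbp-2* at 67.4% of the control CPM, while *rbfox-3* was at 187%, *nova-3* at 166% and *mbnl-1* at 142%. The first 2 were higher in X1 and *rbfox-3* and *nova-3* higher in Xins in the fraction comparison, the same direction as the X1 and Xins sets took. In X2 after *mbnl* RNAi *nova-3* was at 51.9% and *ptbp-4* at 60.6%, in a library whose median transcript lay at log2 −0.20. The replicated fractions did not show these falls. After *mbnl* RNAi *nova-3* was at log2 0.65 in X1 and 0.15 in Xins, and *ptbp-4* at −0.05 and 0.19, none called. In whole worms after *ptbp* RNAi *celf-2* was at 160%.

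The Xins wild type libraries had 39.9 and 64.1 CPM of *PIWIL1* comp659, between the 2 control RNAi libraries (117 and 20.9), so the level of this neoblast transcript in the Xins fraction varied without any knockdown.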
